A study of Mus musculus with 24 samples. Its data were reported in "Environmental enrichment preserves a young DNA methylation landscape in the aged mouse hippocampus" (2021).

How the data were processed

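RRBS libraries were made by the authors from micro-dissected dentate gyrus of single mice, converted with bisulfite and sequenced as single-end reads. Per the study's methods, the authors trimmed reads with Trim Galore and Cutadapt, mapped them to mm10 with Bismark and extracted methylation with methylKit. The authors kept cytosines with at least 10 reads in a mouse, removed those with extreme coverage, and retained cytosines covered in at least 3 mice of each group. The deposited table gives, for each cytosine and mouse, the percent of reads that were methylated, and marks the value as missing where the mouse did not pass the coverage minimum. It holds no read numbers, so the coverage behind each percent is unknown, a stricter coverage minimum could not be applied and no test on reads was made. No molecular identifiers are described, so reads at one position need not come from independent molecules. All 762182 cytosines had values in at least 3 mice of each of the 3 groups present, none was listed more than once, and the number of sample columns matching no described sample was 0.

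Positions were compared with GRCm38, the build of mm10: 0 cytosines lay beyond the end of a chromosome and 762162 were in CpG context. Gene features were taken from the GENCODE M21 annotation (55450 genes, 81033 transcripts), in the order promoter, exon, intron and intergenic, so that a CpG within 1000 bases of a transcription start counted as promoter. Positions count from 1 and name the cytosine on its own strand.

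Groups were taken from the labels. Global methylation of a mouse was the mean over the CpGs measured in all 19 mice, and groups were compared with two-sided exact permutation tests of the group labels, in place of the analysis of variance that the study used. Single CpGs were tested with limma 3.58.1 on the percent scale, using the mice of both groups compared, a variance trended on mean methylation, two-sided tests and Benjamini-Hochberg adjustment over all CpGs tested, and were called at an adjusted p under 0.05 and a difference over 25 points. The study instead used the chi-squared test of methylKit. CpGs with the same value in all mice compared were left out. The design assumed at least 3 mice in each of 4 groups, and the 3 groups present were used. For the same reason, the alternative with all groups in the fit used 3 groups.

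The share of age-related CpGs changed in the opposite direction was computed with the same Aged STD mice in both comparisons, over 100 groupings of the mice with the real one included, and with disjoint Aged STD mice in 35 splits. The remaining age difference used 100 splits, in which 3 Young STD and 4 Aged STD mice chose the CpGs and the other mice measured them. CpGs measured on both strands served to compare separate molecules from the same position. Enrichment of features was tested with Fisher's exact test. Correlations were tested by permutation, with exact enumeration for 7 mice and 100000 permutations for 19 mice, and adjusted over 15 relations.

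Comparisons, tests, the rule for named CpGs and most alternatives were fixed before the data were examined. By that rule, named CpGs were the 3 largest differences in each direction among called CpGs that were measured in every mouse compared and whose group ranges did not overlap, plus the candidate cytosines in Tiam1, Tshz2 and Cux2. For Tiam1 and Tshz2, the cytosine taken was the one on the minus strand, 1 base from the position the study gives. Alternatives were other summaries of global methylation, autosomes, library series and replicate number in the model, other thresholds, a logit scale, other variance priors, CpGs measured in all mice, other choices of mice and each mouse left out in turn. Library composition, CpG density, windows of 1 kb with at least 3 CpGs and a background of variable CpGs were added after the data had been seen.

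The limma code was tested on simulated data with 200 CpGs changed by 40 points. The CpGs changed had intermediate mean methylation, and the mice were those of Young STD and Aged STD. With a simulated SD of 5 points, 200 of 200 were recovered with 0 false calls among 761322 CpGs. With residuals of the real mice, 0 of 200 were recovered among 527598 CpGs, and 89 of them had an unadjusted p under 0.05. The mean estimated change of these 200 was 32.9 points. The permutation test gave a p under 0.05 in 4.5% of 200 simulated sets without a shift and in 99.5% with a shift of 3 SD. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 with version 1.17.8 of data.table. Figures were drawn with matplotlib 3.10.9.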

Results

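Reduced representation bisulfite sequencing (RRBS), which reads the methylation of cytosines in the CpG-rich fragments that a restriction enzyme releases, was performed by the study on micro-dissected dentate gyrus, the part of the hippocampus in which neurons are added throughout life. The mice were female C57BL/6JRj animals kept in standard cages (STD) or in environmental enrichment (ENR), which is a large cage with toys that are rearranged frequently. The labels described 24 libraries from 4 groups. The table analysed here held 19 of these mice in 3 groups, with 5 Young STD mice aged 1.5 months, 7 Aged STD mice aged 14 months and 7 Aged ENR mice aged 14 months. Young ENR mice, the comparison of housing between ages and cytosines outside the CpG context were not analysed here.

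The table gave the methylation percentage of 762182 cytosines, of which 762162 lie in a CpG of the GRCm38 (mm10) genome. Each mouse had a value at 489813 to 725467 of these CpGs (64.3% to 95.2%), and 69036 CpGs (9.06%) were measured in all 19 mice. The number of reads behind each value is unknown, so no interval for a single value is given. The study set a minimum of 10 reads per value. At CpGs with a mean of 50% to 80% in the other mice, 17.7% to 71.4% of the values of a mouse were exactly 0% or 100%, whereas 10 independent reads would give at most 10.7% such values. The opposite strands of a CpG are measured on separate molecules. At CpGs measured on both strands, with a mean of 20% to 80% in the other mice, the difference between strands within a mouse had an SD of 38 points on average (30.6 to 46.9 points across the 19 mice). Libraries carried numbers of 2 series, named 27 and 37 after their leading digits. Series 27 held 3 Young STD, 4 Aged STD and 4 Aged ENR mice, and series 37 held 2, 3 and 3 mice of these groups. No library appeared more than once, because at most 0.301% of partial methylation values were identical between any pair of mice.

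To ask whether aging and lifelong ENR changed global CpG methylation, the mean over the 69036 CpGs measured in all mice was compared between groups. Mean methylation was 20.5% ± 1.07 (SD, n = 5) in Young STD, 18.5% ± 1.79 (SD, n = 7) in Aged STD and 19.3% ± 1.07 (SD, n = 7) in Aged ENR mice. In Aged STD mice it fell by 2.02 percentage points relative to Young STD mice, a change of -9.88% (two-sided exact permutation test, p = 0.0404, 792 labellings), and 6 of the 7 Aged STD mice lay below all Young STD mice. After Benjamini-Hochberg adjustment over the 3 comparisons this difference did not pass 0.05 (exact permutation test, adjusted p = 0.121), whereas it did when labels were permuted within library series (exact permutation test, adjusted p = 0.0471), an adjustment added only after the results had been seen. The alternative that moved it most was the mean over all CpGs measured in each mouse, which gave -6.80 points (exact permutation test, p = 0.114). Aged ENR mice were 0.792 points higher than Aged STD mice (exact permutation test, p = 0.315, adjusted p = 0.315), which is less than the spread between mice of either group. Compared to Young STD mice, methylation in Aged ENR mice fell by 1.23 points, with 6 of 7 mice below all Young STD mice (exact permutation test, p = 0.0896, adjusted p = 0.134). A change from Young STD to Aged STD mice without one between Aged ENR and Young STD mice is not by itself a difference between housing conditions, which the comparison of both aged groups tested directly.

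**Figure D1:**
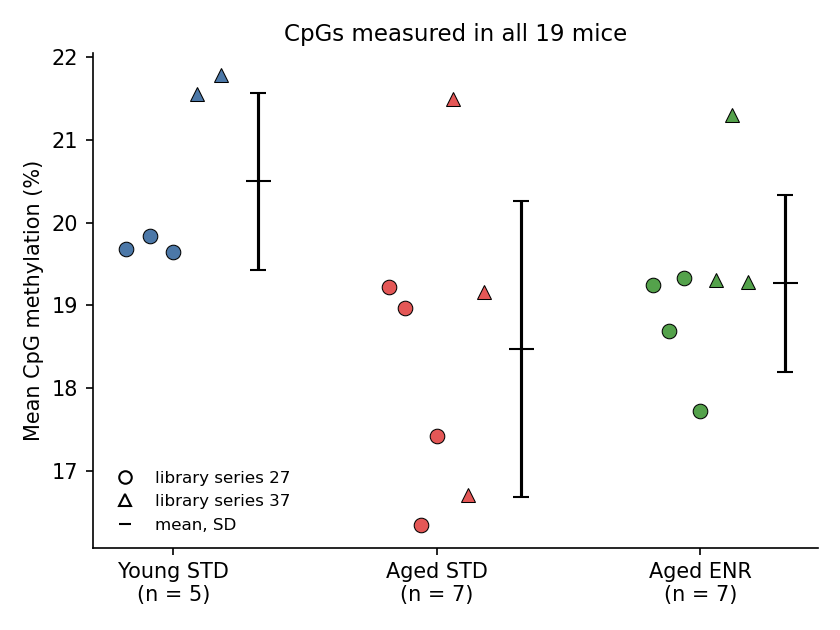
Mean CpG methylation of each mouse (vertical axis, percent) over the CpGs measured in all 19 mice, by group, with circles for library series 27, triangles for library series 37 and bars for the mean and SD of the group. The Aged STD mice range from 16.3% to 21.5% and 6 of the 7 lie below all 5 Young STD mice, as do 6 of the 7 Aged ENR mice.

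Methylation also differed between library series, since the 3 Young STD mice of series 27 averaged 19.7% and the 2 of series 37 averaged 21.7%. Within series 27, Aged STD mice had -1.73 points relative to Young STD mice (exact permutation test, p = 0.0857, smallest possible 0.0286). Within series 37 the difference was -2.54 points (exact permutation test, p = 0.2, where 0.1 is the smallest value the design allows). With the series as a stratum, the age difference averaged -2.14 points (exact permutation test, p = 0.0286, adjusted p = 0.0471 over the 3 comparisons). The corresponding housing difference in aged mice was 0.757 points in series 27 (exact permutation test, p = 0.314) and 0.839 points in series 37 (exact permutation test, p = 0.7). For Aged ENR against Young STD mice, the stratified difference of -1.34 points passed 0.05 (exact permutation test, p = 0.0314, adjusted p = 0.0471), with -0.976 points in series 27 and -1.70 points in series 37.

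Libraries also differed in which CpGs they covered. As an index of library composition, the young methylation level of the CpGs measured in a mouse was averaged, so that it depends on which CpGs were covered and not on the values of that mouse. The index was 31.5% ± 0.632 (SD, n = 5) in Young STD, 26.6% ± 6.91 (SD, n = 7) in Aged STD and 29.5% ± 3.88 (SD, n = 7) in Aged ENR mice, ranging from 19.5% to 38% in Aged STD mice. The index differed by -4.96 points between Aged STD and Young STD mice, with 6 of 7 Aged STD mice below all Young STD mice, which did not pass 0.05 (exact permutation test, p = 0.135). Aged ENR mice were 2.95 points above Aged STD mice (exact permutation test, p = 0.315). Mean methylation over the CpGs measured in all mice followed the index across the 19 mice (Pearson r = 0.917, permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman rho = 0.912, permutation p = 1e-05), with an adjusted p of 0.00015 over 15 relations. Without the 2 mice farthest from the median index r was 0.859, and within groups and series r was 0.977 (permutation p = 0.00041). Among the 7 Aged STD mice, r was 0.992 (exact permutation p = 0.000595, adjusted p = 0.00298) and rho was 0.964 (exact permutation p = 0.00278), and r stayed at 0.977 without the 2 farthest mice. Among the 7 Aged ENR mice, r was 0.964 (exact permutation p = 0.00655, adjusted p = 0.0184) and rho was 0.750 (exact permutation p = 0.0663), but r fell to 0.515 without the 2 farthest mice, so the relation in this group rests on them. Library series held too few mice of a group for a correlation within each. With the index in the model, the age difference was -0.745 points (exact permutation test, p = 0.164), which is 36.8% of the unadjusted difference, and the housing difference was 0.0306 points (exact permutation test, p = 0.845). With both index and series in the model, the age difference was -0.882 points (exact permutation test, p = 0.0467). These covariates were chosen after the data had been seen. Labels were permuted over all mice compared with the covariates held in place, so these p-values are approximate where group and covariates are related.

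**Figure D2:**
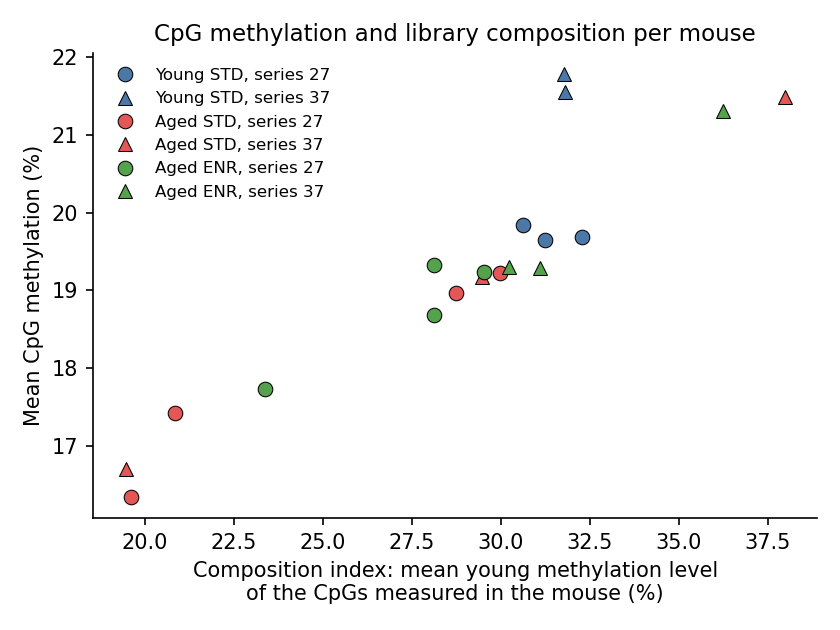
Mean CpG methylation over the CpGs measured in all mice (vertical axis, percent) against the composition index (horizontal axis, percent) for each of the 19 mice, with colours for groups and circles or triangles for library series 27 or 37. Methylation rises with the index (Pearson r = 0.917), and the Young STD mice span only 30.6% to 32.3% of an axis on which the Aged STD mice span 19.5% to 38%.

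Age- and housing-dependent methylation of individual CpGs was then tested with limma, with mice as the units of replication, an adjusted p under 0.05 and a difference of group means over 25 percentage points. Between Aged STD and Young STD mice, 0 of 527601 CpGs passed (smallest adjusted p 0.450), while 23305 CpGs (4.42%) had an unadjusted p under 0.05 and 17552 of these were lower in Aged STD mice. With the composition index in the model, an alternative added after the data had been seen, 11249 of 24899 such CpGs were lower, so that lower CpGs no longer prevailed. Between Aged ENR and Aged STD mice, 0 of 530262 CpGs passed (smallest adjusted p 0.769), and 11913 CpGs (2.25%) had an unadjusted p under 0.05. Of these, 4230 were lower in Aged ENR mice, against 9435 of 16594 with the index in the model, so the prevailing direction reversed. Between Aged ENR and Young STD mice, 0 of 522279 CpGs passed (smallest adjusted p 0.375), and 20652 (3.95%) had an unadjusted p under 0.05, of which 13352 were lower in Aged ENR mice, against 12344 of 24967 with the index in the model. Chance would give 5% if the model held, but regrouped mice gave less, with medians of 2.52%, 2.33% and 2.65% in the 3 comparisons. Of 100 groupings with the real one included, 3, 64 and 1 gave a share at least as large as the real one, so the shares in both comparisons with Young STD mice were high for this model, and that of housing was not. The alternative that moved the count most was a single prior variance without a trend, with 120 CpGs for Aged STD against Young STD mice, of which 97 were lower. In simulated data built from the residuals of these mice, 0 of 5000 CpGs given a change of 40 points were recovered, although 2094 of them had an unadjusted p under 0.05. The mean estimated change at these 5000 CpGs was 32.4 points, below the 40 points set. With this model, simulated changes of that estimated size at these CpGs were therefore not detectable after adjustment. The CpGs changed all had intermediate mean methylation, and the mice were those of Aged STD and Young STD. Other methylation levels, the other comparisons and larger shares of changed CpGs were not simulated. Models without the trend were not tested in this way.

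**Figure D3:**
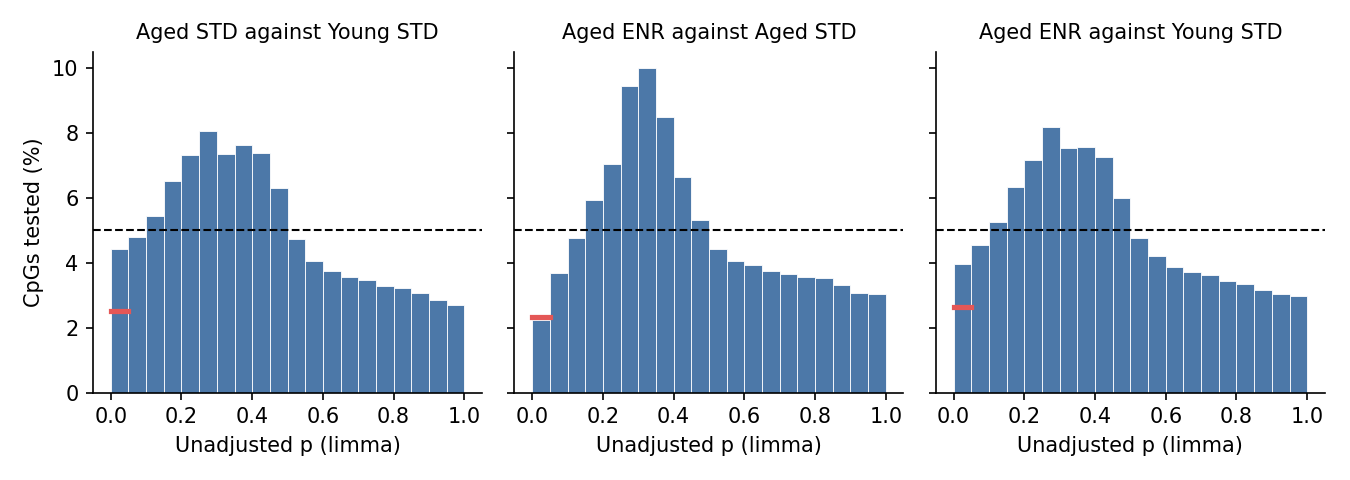
Unadjusted p-values from limma (horizontal axis) for the 3 group comparisons, as the percent of CpGs tested (vertical axis) per bin of 0.05, with a dashed line at the 5% that equal bins would hold. A red bar marks the median of regrouped mice in the first bin (2.52%, 2.33% and 2.65%). The first bin holds 4.42%, 2.25% and 3.95% of CpGs, which is below the dashed line in each comparison and above the red bar in both comparisons with Young STD mice.

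Without a test, 49345 CpGs (9.35% of those tested) differed by over 25 points between Aged STD and Young STD mice, of which 37920 (76.8%) were lower and 11425 were higher in Aged STD mice. Between Aged ENR and Aged STD mice, 37929 CpGs differed by over 25 points, with 13895 (36.6%) lower and 24034 higher in Aged ENR mice. Between Aged ENR and Young STD mice, 39706 CpGs did so, and 68.5% of them were lower in Aged ENR mice. The share of lower CpGs between Aged STD and Young STD mice was 59.3% with the composition index in the model. Between Aged ENR and Aged STD mice it was then 45.7% (18923 lower and 22447 higher in Aged ENR mice). Among CpGs measured in all mice compared, the groups did not overlap at 361 of 83499 CpGs (0.432%) for Aged STD against Young STD mice. Chance gives 0.253% there if no values are tied. The groups did not overlap at 13 of 80122 CpGs (0.0162%) for Aged ENR against Aged STD mice, where chance without ties gives 0.0583%. For Aged ENR against Young STD mice, the ranges were separate at 316 of 97752 CpGs (0.323%), again with 0.253% by chance without ties. Ties were frequent, since the median over the CpGs measured in every mouse was 0 in all aged mice. Ties make separate ranges less likely, so these chance values are upper limits, and none that allows for ties was computed. Both shares against Young STD mice lay above their limit. The share for housing lay below its limit, which does not show whether it differs from chance.

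To ask whether lifelong ENR counteracted age-related changes, the sign of the housing difference was compared with that of the age difference at each CpG. As 0 CpGs passed the test for age, this share has no value for called CpGs, and it was computed for the 49345 CpGs with an age difference over 25 points. Of these, 16144 (32.7%) changed by over 25 points in the opposite direction, namely 33.1% of CpGs lower with age and 31.4% of CpGs higher with age. Only 0.707% changed by over 25 points in the direction of age. At the remaining CpGs, 1.60% were higher and 1.41% were lower in Aged ENR than in Aged STD mice by over 25 points. Both differences contain the same Aged STD mice with opposite signs, so an opposite share above 0 arises without any effect of housing. When the 14 aged mice were regrouped at random, the opposite share had a median of 27.6% (23.4% to 38.4%), and 14 of 100 groupings, the real one included, gave a share at least as large as the real one. Regrouping all 19 mice gave a median of 27.7%, with 17 of 100 groupings as large, counted in the same way. With disjoint Aged STD mice, 3 for the age difference and the other 4 for the housing difference, the median opposite share over 35 splits was 8.82% (4.62% to 13.6%) and the median share that changed further in the direction of age was 5.63%. When CpGs were chosen with 3 Aged STD mice, the 4 held-out Aged STD mice themselves showed an opposite change over 25 points at a median of 36.7% of CpGs, and 4 Aged ENR mice at 40%, with the Aged ENR value higher in 33 of 35 splits. The direction of this excess differed between both kinds of CpG. At CpGs lower with age, the medians were 36.7% for Aged ENR and 27.6% for held-out Aged STD mice. At CpGs higher with age, they were 51.4% and 57.8%, so that Aged ENR mice lay below the held-out Aged STD mice.

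**Figure D4:**
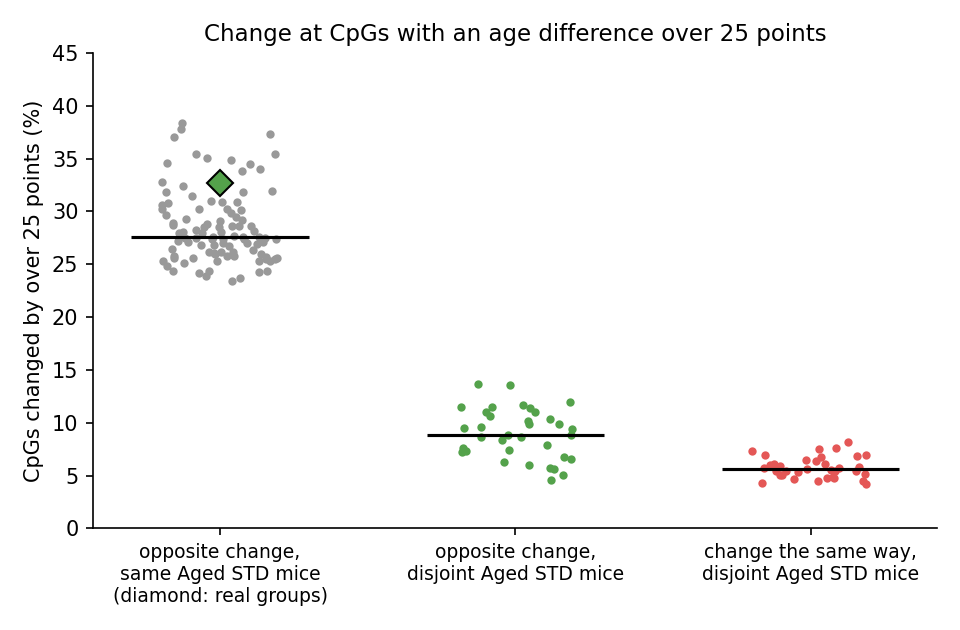
Percent of CpGs with an age difference over 25 points that changed by over 25 points between Aged STD and Aged ENR mice (vertical axis), with points for single groupings of the mice, horizontal lines for medians and a diamond for the real groups. The real share of 32.7% lies within the 23.4% to 38.4% given by regrouped aged mice (grey), and with disjoint Aged STD mice the median is 8.82% for opposite change and 5.63% for change in the direction of age.

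The age difference remaining in Aged ENR mice was measured in mice that were not used to choose the CpGs. Over 100 splits, a median of 29142 CpGs was chosen. Their age difference was 37.6 points in the mice used for choosing and 7.27 points in the held-out mice. Aged ENR mice differed from the held-out Young STD mice by 5.15 points in the same direction, so that a median of 67.4% of the age difference remained (46.7% to 218%), and less than 100% remained in 85 of the 100 splits. At CpGs chosen as lower with age, the held-out difference was 11.5 points in Aged STD mice and 7.92 points in Aged ENR mice. At CpGs chosen as higher with age, it was -3.19 points in Aged STD mice and -0.678 points in Aged ENR mice, opposite to the direction of choice. Per mouse, the remaining age difference was 7.37 ± 4.59 points (SD, n = 7) in Aged STD and 5.37 ± 2.96 points (SD, n = 7) in Aged ENR mice. This difference of -1.99 points was within the spread between mice (exact permutation test, p = 0.351).

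At 69256 CpGs both strands were measured. The 2554 CpGs with an age difference over 25 points on the plus strand had a mean difference of 35.3 points on that strand and of 6.90 points on the minus strand of the same CpGs, which is 19.6% of it. Along the direction of age, the change in Aged ENR mice was -15.3 points on the strand used for choosing and -1.75 points on the other strand. An opposite change over 25 points was found at 26.8% of these CpGs on the same strand and at 8.61% on the other strand, where 5.91% changed by over 25 points in the direction of age. Choosing on the minus strand gave 2382 CpGs, with 35.3 points on that strand and 7.49 points on the other.

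For the genomic distribution, CpGs were assigned to promoters (within 1000 bases of a transcription start), exons, introns and intergenic sequence of GENCODE M21. Of the 37920 CpGs lower with age by over 25 points, 13.1% lay in promoters (odds ratio 0.240 against the other CpGs tested), 10.5% in exons (1.24), 43.0% in introns (2.19) and 33.4% in intergenic sequence (1.34). Of the 11425 CpGs higher with age, 15.8% lay in promoters (odds ratio 0.317), 12.7% in exons (1.54), 34.9% in introns (1.47) and 36.6% in intergenic sequence (1.53). CpGs whose values hardly vary between mice cannot differ by over 25 points. Against CpGs whose values ranged over 25 points, chosen as background after the data had been seen, the odds ratios were 0.440, 1.04, 1.61 and 1.04 for CpGs lower with age and 0.582, 1.30, 1.08 and 1.20 for CpGs higher with age, in the same order of features. Neighbouring CpGs are not independent, so the shares were also compared with regrouped mice. The intron share of CpGs lower with age exceeded all other groupings (43.0%, against 32.7% to 42.2%), and that of CpGs higher with age was below all other groupings (34.9%, against 35.2% to 42.8%). These were the most extreme of 16 shares compared in this way without adjustment, and all 8 shares of CpGs that differed between housing conditions lay within the range of the other groupings. Intergenic shares for age lay within it too (medians 33.7% for CpGs lower and 35.9% for CpGs higher with age), and each grouping gave at least 30.2%, above the 27.6% of all CpGs tested, so a high intergenic share is not specific to age. Promoter shares were 13.1% against a median of 16.2% for CpGs lower with age (as low in 4 of 100 groupings, the real one included) and 15.8% against 13.2% for CpGs higher with age (as high in 3 of 100). No grouping exceeded 24.1%, below the 36.7% of all CpGs tested, so a low promoter share is not specific to age either. Exon shares were 10.5% against 11.7% (as low in 4 of 100) and 12.7% against 11.7% (as high in 6 of 100).

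The rule for naming single CpGs gave none, because none passed the test. The CpGs named here were the 3 largest differences in each direction among those with separate group ranges, chosen after their values were seen, and none passed adjustment (limma adjusted p 0.665 to 0.760 for age and 0.769 for housing). The largest age-related decrease was at chromosome 11 position 24282545, an intergenic CpG 64944 bases from Gm12066. Its methylation was 82.1% ± 21.1 (SD, n = 5) in Young STD and 4.37% ± 11.5 (SD, n = 7) in Aged STD mice, a difference of -77.8 ± 13.8 points (SE). Decreases of -67.8 points at chromosome 1 position 133677246, 1845 bases from Lax1, and of -64.4 points at chromosome 12 position 28963076, in an intron of the lincRNA Gm31508, followed. Methylation was higher with age by 65.5 points at chromosome 3 position 21160015 and by 60.6 points at chromosome 6 position 60203951, both intergenic. It was higher by 52.1 ± 14.7 points (SE) at chromosome 1 position 38210579, in a coding exon of Aff3, with 20.1% ± 15.1 (SD, n = 5) in Young STD, 72.2% ± 22.4 (SD, n = 7) in Aged STD and 54% ± 7.69 (SD, n = 7) in Aged ENR mice.

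Between Aged ENR and Aged STD mice, the largest increase was at the intergenic CpG at chromosome 9 position 74384484, from 14.4% ± 14.0 (SD, n = 7) to 75.1% ± 24.8 (SD, n = 7), a difference of 60.7 ± 14.0 points (SE). Young STD mice had 18.4% ± 16.9 (SD, n = 5) at this CpG. Increases of 49.5 points in an intron of Grik4 (chromosome 9 position 42569116) and of 43.0 points in an intron of Kntc1 (chromosome 5 position 123764916) followed. At the Grik4 CpG, methylation was 62.7% ± 25.6 (SD, n = 5) in Young STD, 5.03% ± 8.60 (SD, n = 7) in Aged STD and 54.5% ± 26.1 (SD, n = 7) in Aged ENR mice. Aged ENR mice had lower methylation at the other CpGs, with -39.6 points at the intergenic chromosome 10 position 129205909, -35.7 points in an intron of Tbc1d7 (chromosome 13 position 43161421) and -6.14 points in an intron of the lincRNA AC115789.4 (chromosome 18 position 83524246), which was -3.99 points without Aged STD mouse 4.

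The single cytosines in introns of Tiam1 (chromosome 16), Tshz2 (chromosome 2) and Cux2 (chromosome 5) were included whatever their values. The study chose these loci on these same libraries, so the tests are not independent evidence. It also measured them in a further experiment, by targeted bisulfite sequencing for Tiam1 and Tshz2 and by RRBS for Cux2. Those data were not analysed here. For Cux2, methylation was 63.4% ± 21.6 (SD, n = 5) in Young STD, 19.5% ± 22.7 (SD, n = 7) in Aged STD and 91.7% ± 16.7 (SD, n = 4) in Aged ENR mice. The age difference of -43.9 points (exact permutation test, p = 0.0114, adjusted p = 0.0341 over 6 tests) and the housing difference of 72.1 points (exact permutation test, p = 0.00303, adjusted p = 0.0182) both passed. For Tiam1, methylation was 85.0% ± 33.5 (SD, n = 5) in Young STD, 34.8% ± 30.3 (SD, n = 3) in Aged STD and 85.5% ± 28.9 (SD, n = 4) in Aged ENR mice. Neither the age difference of -50.2 points (exact permutation test, p = 0.125, adjusted p = 0.153) nor the housing difference of 50.7 points (exact permutation test, p = 0.114, adjusted p = 0.153) passed. Without Aged STD mouse 3 these Tiam1 differences were -32.7 and 33.3 points, and without Young STD mouse 3 the age difference was -65.2 points (exact permutation test, p = 0.0286). For Tshz2, methylation was 76.1% ± 16.8 (SD, n = 5) in Young STD, 38.1% ± 48.6 (SD, n = 6) in Aged STD and 19.5% ± 16.7 (SD, n = 4) in Aged ENR mice. Its age difference was -38 points (exact permutation test, p = 0.128, adjusted p = 0.153), and its housing difference of -18.6 points was in the direction of age (exact permutation test, p = 0.481, adjusted p = 0.481). The study reported the reverse for housing at Tshz2, with higher methylation in aged ENR mice. The cytosine taken here lies 1 base from the position given by the study, so it may not be the one shown there. Without Aged STD mouse 2 or 4 the Tshz2 housing difference was -6.26 points (-12.1 points without Aged ENR mouse 2) and the age difference -50.4 points (exact permutation test, p = 0.0476).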

Values the study reported

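The study reported 762,182 sequenced CpGs and a global decrease of CpG methylation by 13.81% with age in STD mice. It counted 41,961 differentially methylated CpGs between young and aged STD mice, 77.93% of them with lower methylation in aged mice. An opposite change in aged ENR mice was stated for 31.60% of the CpGs that lost and 32.17% of those that gained methylation with age, or 31.73% in total. Randomly drawn CpGs overlapped the age-related ones at 4.34% on average. As further controls, the study used separate subsets of the Aged STD mice for the age and the ENR comparison, and compared differentially methylated regions. It reported significant overlaps in both, and a counteracting effect of ENR in another experiment with older mice.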

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

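The tests in this part were chosen only after the results had been seen. In 10 of 70 groups of mice and measures tested, the highest or lowest mouse stood farther from its neighbour than usual for a group of that size, where chance alone gives about 3.5. Of these, 8 concern single CpGs. In 6 of the 8, all other mice of the group had 0% or all had 100%, so that any partial value stands apart and the chance value need not apply. In the other two, at chromosome 12 and in Aged STD mice at chromosome 18, the other mice had partial or differing values.

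At the Tiam1 cytosine, Young STD mouse 3 had 25% and the other 4 Young STD mice 100%, and Aged ENR mouse 2 had 42.1% and the other 3 Aged ENR mice 100%. At the Cux2 cytosine, Aged ENR mouse 5 had 66.7% and the other 3 Aged ENR mice 100%. At chromosome 11 position 24282545, Aged STD mouse 5 had 30.6% where the other 6 Aged STD mice had 0%. At chromosome 12 position 28963076, the same mouse had 35% and the next highest Aged STD mouse 10.7%. At chromosome 18 position 83524246, Aged STD mouse 4 had 19.1% and the next highest 8.82%, and Aged ENR mouse 5 had 0.505% where the others had 0%. At chromosome 5 position 123764916, Aged ENR mouse 1 had 88.7% and the other 6 Aged ENR mice 100%.

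A candidate explanation for values at 0% or 100% is that few original molecules, amplified many times, stand behind a value. If so, a difference chosen on one strand should shrink on the other strand, which separate molecules report. The age difference over 25 points on the plus strand was 6.90 points on the other strand, against 35.3 points on the strand used for choosing, and the change in Aged ENR mice was -1.75 points there, against -15.3 points. That is what few molecules per value predict, although any other error that is independent between strands predicts it too, and methylation that truly differs between strands was not tested. For the Tiam1, Cux2 and named CpGs themselves no other strand was examined, so a biological difference of these single mice stays open.

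Methylation of mitochondrial CpGs was 2.41% in Young STD mouse 3, and the next highest Young STD mouse had 0.912%. CpGs that are unmethylated in the other mice averaged 1.83% in Aged STD mouse 5, and the next highest Aged STD mouse had 1.57%. Both measures bear on incomplete bisulfite conversion, which would raise them together. They did not rise in the same mouse. The mitochondrial value of Aged STD mouse 5 was 1.02%, and that of unmethylated CpGs was 1.51% in Young STD mouse 3. Between Aged STD and Young STD mice the level at unmethylated CpGs differed by -0.0243 points (exact permutation test, p = 0.753), far less than mean methylation, which argues against incomplete conversion as the cause of the age difference. Mitochondrial methylation was 0.813 points higher in Aged STD mice (exact permutation test, p = 0.174), opposite in direction to the age difference. Aged STD mouse 5 also had the highest composition index of the 19 mice (38%). Whether its covered CpGs, its tissue or its age-related state set its values was not tested.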

How the results depend on the processing

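The tests and added alternatives in this part were chosen only after the results had been seen where they concern library composition, CpG density, 1 kb windows, differences over 25 points without a test and the background of variable CpGs. The lower global methylation in Aged STD than in Young STD mice kept its direction under 9 of 9 alternatives. It stayed under 0.05 for autosomes (-1.92 points), with the series as a stratum (-2.14, which also passed adjustment over the 3 comparisons, exact permutation adjusted p = 0.0471, unlike the unstratified test, an adjustment added after the results had been seen) and with index and series in the model (-0.882). It no longer passed with all CpGs measured in each mouse (-6.80 points, exact permutation test, p = 0.114), the median (-0.718, exact permutation p = 0.152), the share of CpGs above 50% (-2.12, exact permutation p = 0.0518), the composition index (-0.745, exact permutation p = 0.164) or CpGs within 50 bases (-1.14, exact permutation p = 0.0644) as a covariate. The cause was not tested, except that composition itself left 36.8% of the difference. The p-values with covariates, including that with index and series, are approximate, because labels were permuted with the covariates held in place. The median was 0 in all Aged STD mice, so this alternative could not have reversed the direction. Across the 12 tests that each left out a mouse, the difference ranged from -2.53 to -1.67 points (exact permutation p = 0.00649 to 0.109), and it did not pass without Young STD mouse 4 (-1.76) or 5 (-1.71) or Aged STD mouse 3 (-1.67), 4 (-1.85) or 6 (-1.73). For Aged ENR against Aged STD mice the difference passed under none of 9 alternatives (0.00 to 3.74 points). The median, one of these, was 0 in all aged mice and could not have passed. The difference in the mean ranged from 0.437 to 1.29 points with a mouse left out. It was 0.437 points without Aged STD mouse 3, 0.498 without Aged STD mouse 6, 0.454 without Aged ENR mouse 6 and 1.29 without Aged STD mouse 5. For Aged ENR against Young STD mice, the difference passed 0.05 with the series as a stratum (-1.34 points, exact permutation p = 0.0314, adjusted p = 0.0471) and without Aged ENR mouse 6 (-1.57 points, exact permutation p = 0.00216), with -1.57 to -0.913 points over all mice left out. The other alternatives ranged from -3.06 to -0.688 points and did not pass.

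Mice share replicate numbers across groups, but the numbers do not pair them. Correlations of same-numbered mice in their deviations from the group means were -0.0167 to 0.0779 for Young STD and Aged STD, -0.0258 to 0.0209 for Young STD and Aged ENR, and -0.0965 to 0.0516 for Aged STD and Aged ENR mice, with 0 over 0.1. With replicate number as a block the age difference was -1.81 points (exact permutation p = 0.0625, the smallest that 5 pairs allow), the housing difference 0.792 points (exact permutation p = 0.328) and Aged ENR against Young STD -1.64 points (exact permutation p = 0.0625). The block gave 0 called CpGs in each comparison, and 57576, 46189 and 53957 CpGs over 25 points.

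No CpG was called under most alternatives, beside 23305, 11913 and 20652 CpGs with an unadjusted p under 0.05. Without a trend in the prior variance, 120, 26 and 92 CpGs were called for Aged STD against Young STD, Aged ENR against Aged STD and Aged ENR against Young STD mice, and with all 3 groups in the fit 34, 0 and 39. The logit scale, other thresholds, autosomes, series, composition, CpGs measured in all mice and 1 kb windows gave 0, as did each fit that left out a mouse (0 to 0). The spread of single values limits this result, since with a trended variance it hid simulated changes set to 40 points (32.4 points as estimated). This was simulated only at CpGs of intermediate mean methylation in Aged STD and Young STD mice. The other models were not tested on simulated data.

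Restricting to CpGs measured in all mice, which leaves fewer CpGs, gave 1917, 656 and 1281 CpGs over 25 points, of which 91.7%, 21% and 84.5% were lower. With composition in the model, 59.3% were lower for Aged STD against Young STD and 58.5% for Aged ENR against Young STD mice. For Aged ENR against Aged STD mice 45.7% were lower, against 36.6% without composition in the model. The cause was not tested. With a mouse left out, counts were 42202 to 50383, 33968 to 39358 and 34140 to 41711, with 72.8% to 80.5%, 29.7% to 42.6% and 65.2% to 72.0% lower.

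The opposite share of 32.7% changed under 6 alternatives by more than the spread between Aged ENR mice (SD 5.93 points). It was 81.8% for an opposite difference of any size, 47.9% at 10 points, 14.1% for CpGs measured in all mice, 12.2% and 13.1% with age and housing taken from different library series, and 8.82% with disjoint Aged STD mice. Requiring an adjusted p under 0.05 for the opposite housing difference leaves 0% of the 49345 CpGs, which follows from 0 CpGs called for housing and says nothing more about the share. For CpGs called for age the share has no value, so its alternatives were not run. The values of 12.2%, 13.1% and 8.82% use separate mice, but also fewer Aged STD mice for each difference and another set of CpGs. Separate mice were therefore not isolated as their cause, and the cause of the others was not tested. The share of 32.7% ranged from 29.0% to 36.6% with a mouse left out. The age difference remaining in Aged ENR mice stayed within its spread, at 67% to 71.8% under 5 alternatives and 59.2% to 78.2% with an Aged ENR mouse left out. Among 16 comparisons of feature odds ratios with other backgrounds, 13 kept their direction and their side of 0.05 and 3 were weaker, though sizes changed. Over CpGs measured in all mice, the odds ratios for promoters, exons, introns and intergenic sequence were 0.196, 1.18, 2.75 and 1.57 for CpGs lower with age and 0.166, 1.48, 1.20 and 3.38 for CpGs higher with age, where both exon values and the intron value of CpGs higher with age were the weaker ones. Named CpGs had been chosen for separate group ranges, which leaving out a mouse cannot make overlap, so these recomputations say nothing about their stability. Among the candidate cytosines, the Cux2 differences kept their direction and their side of 0.05 without any single mouse. The Tiam1 age difference passed 0.05 without Young STD mouse 3 (-65.2 points, exact permutation p = 0.0286), and that of Tshz2 without Aged STD mouse 2 or 4 (-50.4 points, exact permutation p = 0.0476). Sizes of single CpGs moved by over 1.5 times for Tiam1 without Aged STD mouse 3 (-32.7 and 33.3 points), the Tshz2 housing difference without Aged STD mouse 2 or 4 (-6.26 points) or Aged ENR mouse 2 (-12.1 points) and the chromosome 18 CpG without Aged STD mouse 4 (-3.99 points).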

Other observations

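Several results in this part come from analyses fixed before the data were examined. These include the limma counts, the series stratum, the disjoint Aged STD mice and the held-out splits. Fits with the composition index were added after the data had been seen. The use of all these results to weigh explanations was chosen only after the results had been seen. The number of CpGs called between Aged STD and Young STD mice was 0, beside 23305 with an unadjusted p under 0.05. That is lower than the count quoted from the study above, which rests on another test.

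Mean methylation was lower in Aged STD than in Young STD mice. Library series does not account for it, since the difference averaged -2.14 points within series and was negative in both. The number of CpGs measured did not follow mean methylation within groups and series (r = 0.148, permutation p = 0.566), which argues against it. However, r went from -0.0965 to -0.851 in Aged STD mice without the 2 farthest mice. In Aged ENR mice it went from -0.458 to -0.677. A relation within these groups is therefore not excluded. The difference of -0.0243 points at unmethylated CpGs argues against incomplete conversion. Mitochondrial methylation was 0.813 points higher in Aged STD mice (exact permutation test, p = 0.174), opposite to the lower mean. Library composition stays open. With the index in the model -0.745 points were left (exact permutation test, p = 0.164). With index and series, -0.882 points were left (exact permutation test, p = 0.0467). Both p-values are approximate, because labels were permuted with the covariates held in place. However, the Young STD libraries span only 30.6% to 32.3% of the index, so age and composition cannot be told apart over most of its range. The covered CpGs may differ because fragment selection or amplification differed between libraries, and the same bias could favour less methylated molecules at CpGs that all mice share. A biological effect of age stays open beside it.

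Opposite change at 32.7% of CpGs with an age difference may arise in large part from the Aged STD mice that both comparisons share. Regrouped aged mice gave a median of 27.6%, and 14 of 100 groupings, the real one included, gave a share as large. On the other strand of the same CpGs the change in Aged ENR mice was -1.75 points, so few molecules per value are a candidate source too. What lies beyond this is an excess of Aged ENR mice over held-out Aged STD mice (40% against 36.7%), seen in 33 of 35 splits that reuse the same mice. It comes from CpGs lower with age (36.7% against 27.6%) and is reversed at CpGs higher with age (51.4% against 57.8%). This excess itself was not tested per mouse. By another measure, the age difference remaining per mouse in the held-out splits, Aged ENR differed from Aged STD mice by -1.99 points (exact permutation test, p = 0.351). An effect of housing of that size is neither shown nor excluded.

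CpGs chosen as higher with age showed no difference along the direction of choice in mice not used for choosing (-3.19 points), so a choice made on noisy values may account for them. Such a choice alone predicts a value near 0, and why the value lay below 0 was not tested. At CpGs chosen as lower, 11.5 points were left, so such a choice is not the whole source of these, and the global difference with its open explanations may contribute. The age differences over 25 points at single CpGs shrank to 6.90 points on the other strand.

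For each comparison, 100 splits of the mice into groups of the same sizes were counted, the real split included. For called CpGs, 100 of 100 splits gave at least as many as the real one in each of the 3 comparisons, because the real count was 0. For CpGs over 25 points, counted among CpGs measured in all mice compared, 4 of 100 splits gave as many as the 3197 between Aged STD and Young STD mice (median of the others 1544). For the 864 between Aged ENR and Aged STD mice, 32 of 100 did (median 797), and for the 2873 between Aged ENR and Young STD mice, 2 of 100 did (median 1872). The share of CpGs with an unadjusted p under 0.05 was as large in 3, 64 and 1 of 100 splits, so that in the last comparison no split but the real one reached it.

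The intron share of CpGs lower with age was as high in 1 of 100 groupings, which is the real one, and that of CpGs higher with age was as low in 1 of 100, again the real one. Both were picked as the most extreme of 16 shares. Lower and higher CpGs thus departed from regrouped mice in opposite directions (43.0% against a median of 38.3%, and 34.9% against 39.2%). Composition differed between libraries and was not separated from age here.

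Of the CpGs in the table, 157 lay on the Y chromosome, although the mice were labelled female. Each mouse had values at 73 to 156 of them, with a mean methylation of 63.0% to 87.8%. Leaving out the sex chromosomes changed no call.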
